# RNA-seq Sample Preparation Kits Strongly Affect Transcriptome Profiles of a Gas-Fermenting Bacterium

**DOI:** 10.1128/spectrum.02303-22

**Published:** 2022-07-27

**Authors:** Lorena Azevedo de Lima, Kristina Reinmets, Lars Keld Nielsen, Esteban Marcellin, Audrey Harris, Michael Köpke, Kaspar Valgepea

**Keywords:** acetogen, RNA sequencing, RNA-seq, transcriptome profiling, transcriptomics

## Abstract

Transcriptome analysis via RNA sequencing (RNA-seq) has become a standard technique employed across various biological fields of study. The rapid adoption of the RNA-seq approach has been mediated, in part, by the development of different commercial RNA-seq library preparation kits compatible with standard next-generation sequencing (NGS) platforms. Generally, the essential steps of library preparation, such as rRNA depletion and first-strand cDNA synthesis, are tailored to a specific group of organisms (e.g., eukaryotes versus prokaryotes) or genomic GC content. Therefore, the selection of appropriate commercial products is of crucial importance to capture the transcriptome of interest as closely to the native state as possible without introduction of technical bias. However, researchers rarely have the resources and time to test various commercial RNA-seq kits for their samples. This work reports a side-by-side comparison of RNA-seq data from *Clostridium autoethanogenum* obtained using three commercial rRNA removal and strand-specific library construction products of NuGEN Technologies, Qiagen, and Zymo Research and assesses their performance relative to published data. While all three vendors advertise their products as suitable for prokaryotes, we found significant differences in their performance regarding rRNA removal, strand specificity, and most importantly, transcript abundance distribution profiles. Notably, RNA-seq data obtained with Qiagen products were most similar to published data and delivered the best results in terms of library strandedness and transcript abundance distribution range. Our results highlight the importance of finding appropriate organism-specific workflows and library preparation products for RNA-seq studies.

**IMPORTANCE** RNA-seq is a powerful technique for transcriptome profiling while involving elaborate sample processing before library sequencing. We show that RNA-seq library preparation kits can strongly affect the outcome of an RNA-seq experiment. Although library preparation benefits from the availability of various commercial kits, choosing appropriate products for the specific samples can be challenging for new users or for users working with unconventional organisms. Evaluating the performance of different commercial products requires significant financial and time investments infeasible for most researchers. Therefore, users are often guided in their choice of kits by published data involving similar input samples. We conclude that important consideration should be given to selecting sample processing workflows for any given organism.

## INTRODUCTION

Gene transcription is a fundamental process that mediates a vast number of intracellular and environmental responses in every cell. Therefore, understanding transcriptional states of any organism of choice can shed light on basic biological processes as well as ways to direct and control cellular behavior. Insights into cellular transcriptional profiles or transcriptomes (i.e., a complete set of transcripts in a cell and their quantities) have vastly expanded in the last decade due to rapid development and high accessibility of next-generation sequencing (NGS) platforms (1). Meanwhile, constant improvement of commercial library construction products has greatly contributed to the rapid adaptation and evolution of RNA sequencing applications, for example, RNA sequencing (RNA-seq) (2), nascent RNA sequencing (3), Ribo-seq (4), and differential RNA-seq (5). RNA-seq is the most common application, as it allows both mapping and quantification of transcriptomes.

While RNA-seq has become widely used across all fields of biological sciences, obtaining high-quality data of the transcriptome under investigation nevertheless requires careful planning, extensive sample processing, and considerable resources. The availability of commercial RNA-seq library preparation kits tailored to a variety of organisms, experimental approaches, and sequencing platforms has made RNA-seq accessible even to nonexpert users. When planning to do an RNA-seq experiment for the first time, researchers often consult existing literature to see which sample preparation protocols and products have been previously used with their organism of interest. However, working with unconventional microorganisms that have not yet been extensively studied via RNA-seq can make it difficult to decide which commercial kits might be most suitable.

We previously achieved high-quality transcriptome profiling using RNA-seq for the gas-fermenting bacterium Clostridium autoethanogenum (6–8), an unconventional microbe that is also used as a cell factory in commercial-scale gas fermentation for the production of low-carbon fuels and chemicals from waste feedstocks (9). In addition to preparation of cDNA libraries before sequencing, removal of rRNA from the extracted total RNA is needed to ensure efficient transcriptome-wide mRNA detection and quantification as >80–90% of total cellular RNA is rRNA (10, 11). In our previous studies (6–8), we used Illumina kits for rRNA removal and library preparation, but when we set out to start a large-scale RNA-seq survey of the same organism in late 2019, the Illumina Ribo-Zero rRNA removal kit was discontinued, and we had to look for alternatives. However, selecting an efficient rRNA removal method for bacterial samples is nontrivial, as enrichment of non-rRNA transcripts based on polyadenylated RNA [poly(A)] selection used in most commercial kits (developed for eukaryotes) is not applicable for bacterial RNA due to the lack of poly(A) tails. One also has to ensure the compatibility of the rRNA removal and cDNA library preparation methods.

To make an informed decision on the best commercial products for RNA-seq library preparation for C. autoethanogenum, we aimed to test kits from three vendors that are advertised to ensure efficient rRNA removal and to be compatible with a variety of bacterial species and Illumina sequencing platforms. This work reports a side-by-side comparison of RNA-seq data obtained from the same *C. autoethanogenum* input samples using rRNA removal and strand-specific library construction kits from NuGEN Technologies, Qiagen, and Zymo Research and assesses their performance relative to published data. Transcriptome profiles revealed significant differences between the kits regarding rRNA removal efficiency, sequencing read strand specificity, and strikingly, transcript abundance distribution profiles. Our work shows that Qiagen kits yield the most reliable data of the three we tested and highlights the importance of appropriate sample preparation for RNA-seq analysis in bacteria.

## RESULTS AND DISCUSSION

### Experimental design.

We evaluated the performance of three commercial rRNA removal and strand-specific library construction kits by NuGEN, Qiagen, and Zymo (see Materials and Methods for details) for RNA-seq analysis of C. autoethanogenum autotrophic cultures (Fig. 1A). To assess the ability of the selected commercial kits to capture the transcriptomic profile of *C. autoethanogenum* under various culture conditions, we used four samples, each obtained from one of four bioreactor continuous culture experiments grown on two different feed gas mixes (CO or CO + CO_2_ + H_2_ [syngas]) and dilution rates (i.e., specific growth rates of 1 or 2 day^−1^). Each sample represented a single biological replicate. Both feed gas composition (12) and specific growth rate (13) of the culture have profound effects on the culture phenotype (e.g., gas uptake, product distribution, metabolic fluxes). We extracted and prepared total RNA from the four samples using a previously established workflow optimized for *C. autoethanogenum* (6). Next, total RNA for each sample was split between the NuGEN, Qiagen, and Zymo kits for rRNA removal and strand-specific RNA-seq library construction according to the vendors’ instructions. 

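The processed data analysed here were the RPKM values of 3978 genes in the 12 libraries, 1 library for each of the 4 cultures with each of the 3 kits. Culture 1 was grown on CO at a dilution rate of 1 day-1, culture 2 on syngas at 2 day-1, culture 3 on CO at 2 day-1, and culture 4 on syngas at 1 day-1. The kits differ in how they deplete rRNA and in how the cDNA library is made, while the RNA that entered them was the same for each culture. The authors trimmed and mapped the reads, assigned them to genes with Rsubread, normalized the library sizes with edgeR, and expressed abundances as RPKM. Within a gene, the RPKM values fall on whole multiples of the value of 1 sequenced fragment (a read pair), which allowed the fragment counts, gene lengths, and library sizes to be recovered. All nonzero values of the 3977 genes not at 0 in every library came out as whole numbers of fragments within a tolerance of 0.01, and 96.4% of gene lengths were multiples of 3, so the lengths are coding lengths.

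The fragments counted on genes were 1239695, 1396768, 924641, and 1325516 for NuGEN cultures 1 to 4, then 2057665, 1307833, 1196968, and 1889704 for Qiagen, and 1768469, 1670906, 2189680, and 2010348 for Zymo. The authors' normalization moved the library sizes apart by kit. The ratio of the normalized to the counted library size lay between 1.75 and 3.00 with NuGEN, between 0.435 and 0.717 with Qiagen, and between 0.739 and 1.56 with Zymo. RPKM of 1 fragment on a gene of median length (816 bp) was therefore 0.430 ± 0.104 (SD, n = 4 libraries) with NuGEN, 1.38 ± 0.0352 with Qiagen, and 0.619 ± 0.181 with Zymo. A longer gene can show a lower value. Beyond this, values were taken as deposited. Genes were called rRNA where Table S1 describes them as 5S, 16S, or 23S ribosomal RNA (9 genes). The last 1981 rows of Table S1 were not used here, so 1981 genes had no description. The 3968 genes with a nonzero value that are not among the 9 rRNA genes were analysed. Each culture is a single biological replicate, and the SD given for a kit is over its 4 libraries, so it holds differences between cultures as well as between preparations.

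**Figure D1:**
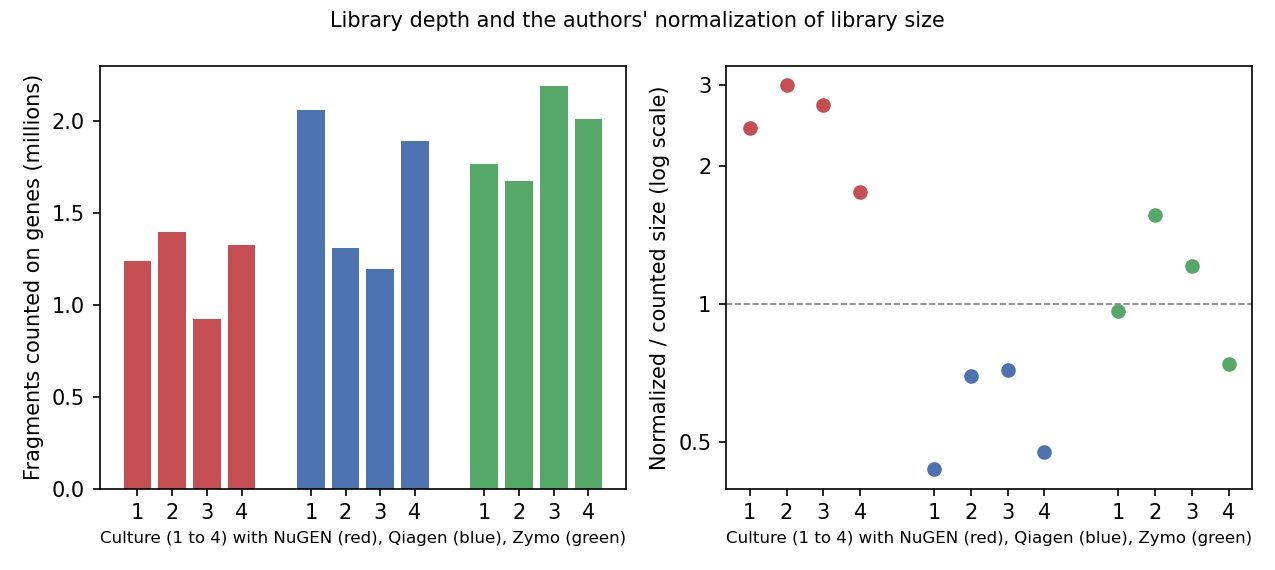
Left, fragments counted on genes (bars) for the libraries of cultures 1 to 4 with NuGEN (red), Qiagen (blue), and Zymo (green). Right, the normalized library size behind the RPKM values divided by the counted library size (points, log scale, dashed line at 1) for the same libraries. All 4 NuGEN libraries lie above 1, from 1.75 to 3.00, and all 4 Qiagen libraries lie below 1, from 0.435 to 0.717.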

Finally, the 12 samples (four cultures times three kits) were examined by paired-end 75-bp sequencing on an Illumina MiSeq platform, followed by RNA-seq data analysis using established pipelines (6, 13).

**FIG 1:**
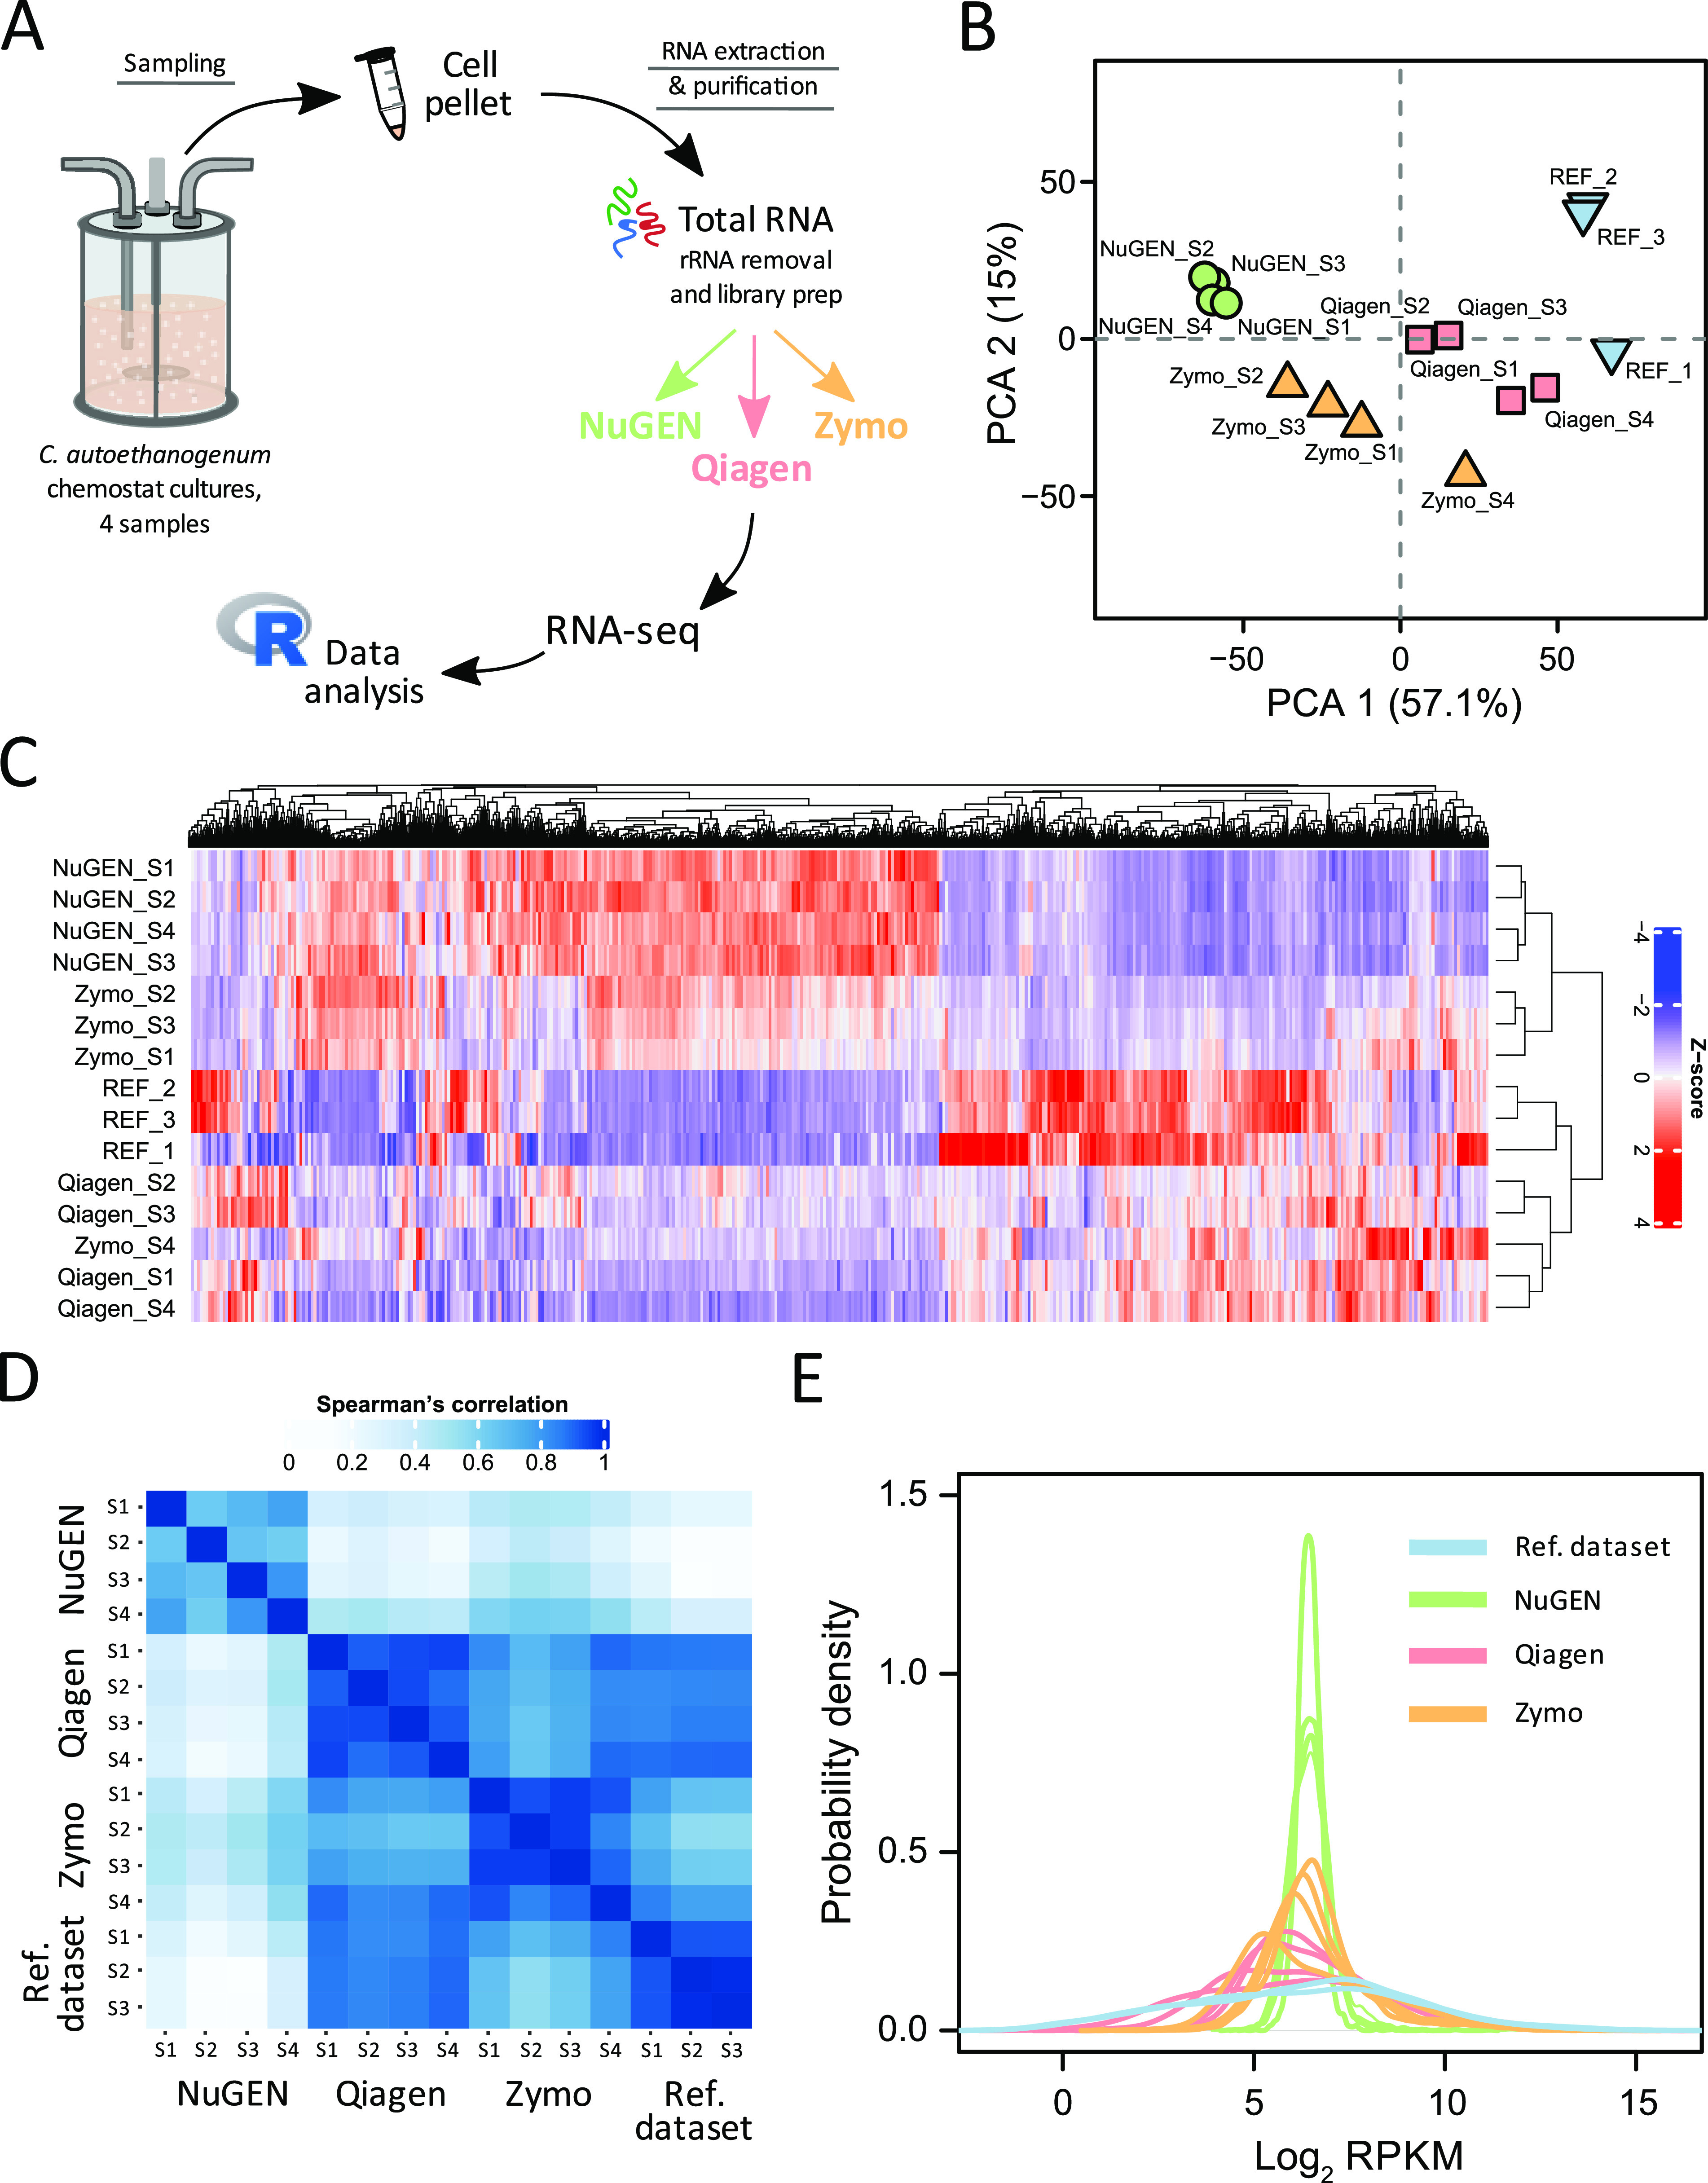
RNA-seq results were strongly affected by rRNA removal and library construction kits. (A) Experimental design of the work. (B) PCA of transcript abundances. (C) Hierarchical clustering of individual transcript abundances. (D) Spearman’s correlation analysis of transcript abundances. (E) Probability density plots of transcript abundances. The reference data set refers to high-BC samples in GEO accession number GSE90792. REF, reference data set. rRNA transcript abundances were removed prior to data analysis to avoid bias from varied efficiencies of rRNA removal between kits.

### General statistics of RNA-seq data.

An average of 4.5 million raw reads per sample were obtained from the sequencing runs that were mapped after trimming to the reference genome of *C. autoethanogenum* NC_022592.1 (14) with an overall high success rate (Table 1). Namely, 98%, 93%, and 99% of reads were mapped on average for NuGEN, Qiagen, and Zymo, respectively, which resulted in a minimum 50-fold coverage of the *C. autoethanogenum* genome across samples (Table 1). We detected very low read duplication levels (<0.5%), suggesting a low chance of technical bias introduced during sample preparation. 

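The fragments recovered from the RPKM values were divided by the mapped fragments of each library, taken from the raw reads (2 per fragment) and mapped percentages of Table 1. The share counted on genes was 55.4% ± 7.48 (SD, n = 4) with NuGEN, 81.9% ± 4.83 with Qiagen, and 79.2% ± 7.43 with Zymo. NuGEN was lower than Qiagen in 4 of 4 cultures and lower than Zymo in 4 of 4 cultures (two-sided exact permutation test, p = 0.0286 for each, adjusted p = 0.0429 over the 3 kit pairs, with 0.0286 the smallest p that 4 libraries against 4 allow). Qiagen and Zymo differed by less than the spread between libraries (exact permutation test, p = 0.629). Without the NuGEN library of culture 2, which had the lowest share at 47.0%, the adjusted p of both NuGEN comparisons was 0.0857. Before adjustment, the exact permutation test then gave p = 0.0286 for NuGEN and Qiagen, still the smallest possible, and p = 0.0571 for NuGEN and Zymo. With libraries compared within cultures, the exact sign-flip test gave the smallest p that 4 pairs allow, which lies above the threshold of 0.05. The RPKM values carry no strand, so the share of fragments on each strand was not analysed here.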

Surprisingly, a significant difference in the percentage of mapped reads that were assigned to genomic features (i.e., feature counts) was observed between NuGEN and the other two kits: an average of only 55% for NuGEN with 84% and 79% for Qiagen and Zymo, respectively (Table 1). Notably, this can be explained by the difference between NuGEN and the other two kits in the percentage of reads that mapped to the expected strand, as Qiagen and Zymo showed high correct strandedness at ~91% (sense) and ~84% (antisense), respectively, compared to NuGEN’s very poor strand specificity at ~58% (sense) (Table 1). Significant false strandedness for NuGEN could arise from either a substantial flaw in the respective workflow or, according to NuGEN, from faulty reagents in their kits (personal communication).

**TABLE 1:** General statistics of RNA-seq results of the three tested kits for rRNA removal and library construction

Kit	Sample name	No. of raw reads	Reads mapped (RPKM)	Coverage (fold)	Feature counts/mapped counts	Strandedness		rRNA RPKM/total RPKM
						Sense	Antisense	
NuGEN	NuGEN_S1	4,268,524	98%	72	59%	64%	36%	7%
	NuGEN_S2	6,004,018	99%	103	47%	50%	50%	2%
	NuGEN_S3	3,615,864	99%	62	52%	56%	44%	4%
	NuGEN_S4	4,248,288	98%	72	63%	61%	39%	15%
Qiagen	Qiagen_S1	4,911,456	98%	81	87%	95%	5%	15%
	Qiagen_S2	3,559,522	95%	57	79%	84%	16%	9%
	Qiagen_S3	3,289,702	93%	50	82%	88%	12%	6%
	Qiagen_S4	4,954,218	88%	74	88%	96%	4%	17%
Zymo	Zymo_S1	4,355,956	99%	71	82%	13%	87%	0.8%
	Zymo_S2	4,840,762	99%	79	70%	26%	74%	0.6%
	Zymo_S3	5,691,744	99%	93	78%	18%	82%	0.6%
	Zymo_S4	4,651,118	99%	76	87%	7%	93%	0.8%

### Varied efficiency of rRNA removal.

We next quantified rRNA removal efficiencies from the RNA-seq data using the percentages of rRNA transcript abundance per total transcript abundance, expressed as reads per kilobase of transcript per million mapped reads (RPKM) (see Table S1 in the supplemental material). Again, stark differences between the kits were observed, confirming that rRNA depletion from bacterial samples is nontrivial (Table 1). 

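Over the 9 genes described as rRNA (3 each for 5S, 16S, and 23S), the rRNA share of total RPKM was higher with NuGEN than with Zymo by 3.56 percentage points and higher with Qiagen than with Zymo by 6.81 percentage points, in 4 of 4 cultures for both pairs (two-sided exact permutation test, adjusted p = 0.0429 over the 3 kit pairs). With any 1 of the 4 Zymo libraries left out, the adjusted p of both comparisons rose to 0.129. The differences themselves hardly moved, at 3.54 to 3.57 percentage points for NuGEN and Zymo and 6.79 to 6.83 for Qiagen and Zymo. Without the NuGEN library of culture 4, the difference between NuGEN and Zymo was 1.83 percentage points. Within cultures, 4 pairs are too few for an exact sign-flip test to pass the threshold. RPKM multiplied by gene length (the share of fragments) raised the difference between Qiagen and Zymo to 16.9 percentage points. With 18 undescribed genes of rRNA length counted as rRNA, a choice made after seeing the data, the difference between NuGEN and Zymo was 7.96 percentage points. Both changes together moved the differences most, to 13.3 percentage points for NuGEN and Zymo and 28.2 for Qiagen and Zymo.

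The kits also left different rRNA molecules. Of the rRNA RPKM with Qiagen, 97.0% ± 1.38 (SD, n = 4) was 23S, 2.71% ± 1.12 was 16S, and 0.310% ± 0.257 was 5S. With NuGEN, 54.0% ± 6.41 was 23S and 32.0% ± 8.60 was 5S. With Zymo, 65.3% ± 7.44 was 16S and 18.9% ± 7.21 was 23S. The rRNA gene with the highest mean RPKM with NuGEN and Qiagen was CAETHG_RS10425 (23S, 2893 bp), at 8430 ± 9787 RPKM with NuGEN, 71377 ± 34930 with Qiagen, and 396 ± 330 with Zymo (SD, n = 4). Its NuGEN mean was carried by culture 4 and was 3678 RPKM without that library. With Zymo, the highest was CAETHG_RS10420 (16S, 1515 bp), at 588 ± 337 RPKM. The 3 described copies of each rRNA have the same length, and the authors' counting can have split fragments between copies, so the values of single copies are uncertain.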

The Zymo kit demonstrated superior efficiency for rRNA removal during library preparation, with an abundance of <1% of rRNA transcripts. 

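The 9 described rRNA genes held 0.268%, 0.175%, 0.162%, and 0.255% of total RPKM in the Zymo libraries of cultures 1 to 4, with a mean of 0.215% ± 0.0538 (SD, n = 4). The 18 genes without a description that were added above have exactly the length of a described 5S, 16S, or 23S gene. With these counted as rRNA, the mean was 0.703% ± 0.141.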

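The described rRNA genes held 3.46% of total RPKM in the NuGEN library of culture 1, 0.789% in culture 2, 1.89% in culture 3, and 8.94% in culture 4. The mean was 3.77% ± 3.61 (SD, n = 4), a coefficient of variation of 95.9%, against 36.1% with Qiagen and 25.0% with Zymo. With the 18 undescribed genes of rRNA length added, the NuGEN libraries spanned 1.90% to 20.4%, with a mean of 8.67% ± 8.22. The cultures at 2 day-1 had the 2 lowest shares with NuGEN and also with Qiagen and Zymo, and with 2 cultures at each rate this order was not tested.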

NuGEN’s higher variability in rRNA removal efficiency across the samples (2 to 15%, average of 7%) suggested that their approach of non-rRNA enrichment or AnyDeplete technology may be sensitive to sample-specific factors. 

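With Qiagen, the described rRNA genes held 9.00%, 6.25%, 3.78%, and 9.07% of total RPKM in cultures 1 to 4, with a mean of 7.02% ± 2.53 (SD, n = 4). Qiagen exceeded NuGEN in 4 of 4 cultures, with a mean difference of NuGEN minus Qiagen of -3.25 percentage points, and the difference was not larger than the spread between libraries (two-sided exact permutation test, p = 0.143). With 1 library left out at a time, it ran from -4.98 to -2.26 percentage points. RPKM multiplied by gene length made it -10.4 percentage points (exact permutation test, p = 0.0571). With the 18 undescribed genes of rRNA length added, the Qiagen mean was 12.0% ± 4.17, and Qiagen exceeded NuGEN in 3 of 4 cultures, with NuGEN higher in culture 4, at 20.4% against 15.6% (exact permutation test, p = 0.514).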

Removal of rRNA for the Qiagen kit was slightly less efficient (~11%) than for NuGEN but still acceptable to ensure high coverage of transcriptome-wide mRNA detection and quantification (Table 1).

### Kit-specific grouping of transcriptome profiles.

Upon observing the differences in general RNA-seq metrics (outlined in Table 1), we were curious if different kits could also lead to varied transcriptome profiles. Indeed, principal component analysis (PCA) of transcript abundances revealed clear sample grouping by kit and not by the origin of the input RNA (Fig. 1B). 

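On log2(RPKM + 1) of the 3968 analysed genes, scaled to z-scores per gene, kit accounted for 68.3% of the total variance between the 12 libraries (permutation test of kit labels, 100000 draws, p = 2.0e-04). Culture accounted for 16.7% (permutation test with culture labels permuted freely, p = 0.843). Within kits, the culture share was larger than almost all rearrangements gave (exact permutation test, p = 0.00347), so the culture of origin was also visible once the kit was held fixed. The first principal component held 61.4% of the variance and the second 16.6%. On the first component, NuGEN libraries lay between −57.9 and −48.5 and Qiagen libraries between 23.0 and 86.6. Zymo libraries lay between −21.4 and 38.5, and were set apart from the others on the second component, between 28.6 and 40.4. The nearest library was of the same kit for 12 of 12 libraries. The setting that moved the kit share most was leaving out the NuGEN kit. Between Qiagen and Zymo alone, kit accounted for 42.8% (permutation test, p = 0.0291) and culture for 43.4% (permutation test, p = 0.450). The p for kit is about the smallest that 4 libraries against 4 allow, 0.0286 in an exact permutation test. Culture labels were permuted freely here, so the kit difference enters the rearrangements, and the p for culture does not show that culture had no part. Culture has more groups than kit, which raises its share.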

To assess which of the three tested kits produced the most reliable transcriptome profiles, we also included published data in the PCA that we previously obtained using the same workflows but with Illumina kits for similar *C. autoethanogenum* culture conditions (6), termed here as the reference data set (high-biomass concentration samples in GEO accession number GSE90792). Notably, Qiagen data were grouped the closest to this reference data set, with NuGEN transcriptome profiles separating most distinctively (Fig. 1B). These observations were confirmed by hierarchical clustering of individual transcript abundances, which showed grouping of samples based on the kits and not based on the origin of the input RNA (Fig. 1C). 

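Complete-linkage clustering of the same z-scores on Euclidean distance, divided into 3 clusters, placed 10 of 12 libraries with their own kit. The 4 NuGEN libraries formed 1 cluster, Qiagen cultures 1 and 4 another, and Qiagen cultures 2 and 3 joined the 4 Zymo libraries. No cluster was made up of libraries from 1 culture. Average linkage and Ward linkage each placed 12 of 12 libraries with their kit. With 1 − ρ as the distance, 7 of 12 libraries were placed so, since Qiagen and Zymo formed 1 cluster of 8 libraries and NuGEN culture 2 stood alone. With z-scores of RPKM without the log, 7 of 12 were placed so. Zymo culture 4 then joined Qiagen cultures 1 and 4, and Zymo cultures 1 to 3 joined the 4 NuGEN libraries. The reference data set was not used here.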

The NuGEN and Zymo kits had a distinctively different clustering pattern than the Qiagen kit and the reference data set.

Clustering results agreed with Spearman’s correlation analysis of transcript abundances between samples, which showed Qiagen data were most similar to the reference data set (ρ ~ 0.86) (Fig. 1D). Within the three kits tested here, Qiagen and Zymo data showed higher similarity (ρ ~ 0.77 across the same samples) compared to the lower correlations between NuGEN and Qiagen (ρ ~ 0.33) and NuGEN and Zymo (ρ ~ 0.47) data.

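Across the 3968 analysed genes, ρ between Qiagen and Zymo libraries of the same culture was 0.786 ± 0.0956 (SD over 4 cultures). It was 0.340 ± 0.0772 between NuGEN and Qiagen and 0.477 ± 0.0571 between NuGEN and Zymo. The ranges over cultures did not overlap between Qiagen and Zymo (0.685 to 0.896) and the other pairs (0.263 to 0.441 for NuGEN and Qiagen, 0.428 to 0.558 for NuGEN and Zymo). Genes are not independent replicates, so no p-value across genes was computed. Within a kit, libraries of different cultures correlated at 0.928 ± 0.0232 with Qiagen, 0.923 ± 0.0435 with Zymo, and 0.710 ± 0.0733 with NuGEN (SD over 6 pairs of cultures). With the same kit on different RNA, each mean was higher than the mean of any pair that had that kit on the same RNA. The alternative that moved ρ most was restricting the genes to the 1689 with a mean RPKM of at least 100, which gave 0.0987 for NuGEN and Qiagen, 0.252 for NuGEN and Zymo, and 0.730 for Qiagen and Zymo.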

### Differences in transcript abundance distribution profiles.

The quality of the kits could also be assessed by their sensitivity to detect transcripts across a range of abundances (i.e., transcriptome coverage, or depth). Transcript levels in bacteria generally span over 4 orders of magnitude (15–17), including in *C. autoethanogenum* (6) and other gas-fermenting bacteria (18, 19). Again, Qiagen data resembled the reference data set the closest by both the transcript abundance distribution profiles and good sensitivity, with transcript levels spanning over 4 orders of magnitude (from ~2 to ~39,000 RPKM; ~1 to 15 log_2_ RPKM) (Fig. 1E). 

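The lowest nonzero RPKM in the Qiagen libraries was 1.65 ± 0.874 (SD, n = 4) and the highest 48765 ± 14496, a span of 4.52 ± 0.402 orders of magnitude per library. The lowest values are close to the value of a single fragment, so depth sets this end. Genes listed at 0 numbered 32, 1, 8, and 83 in cultures 1 to 4, and 0 fragments allow up to 3. The gene with the highest mean RPKM with Qiagen was CAETHG_RS13505, at 40410 ± 19908 RPKM. It has no description here and has the length of a 23S gene (2893 bp). Of the described genes that are not rRNA, the highest was CAETHG_RS07850 (formate--tetrahydrofolate ligase), at 28071 ± 12107 RPKM. The setting that moved the span most was leaving out 0.5% of the nonzero values at each end, which gave 3.26 orders of magnitude. With genes of rRNA length left out, the highest value was 38880 RPKM and the span 4.42 orders of magnitude.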

Strikingly, the NuGEN kit showed very narrow transcript abundance distributions that covered only ~2 orders of magnitude (from ~22 to ~1,800 RPKM; ~4 to ~11 log_2_ RPKM), while Zymo data were positioned between Qiagen and NuGEN. 

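With NuGEN, RPKM ran from 21.9 ± 4.42 to 3308 ± 3884 (SD, n = 4), a span of 1.97 ± 0.516 orders of magnitude per library, and no gene of 3968 was below 10 RPKM in any library. With Zymo, it ran from 2.48 ± 0.595 to 19393 ± 6022, a span of 3.89 ± 0.0326. The highest NuGEN value was that of CAETHG_RS10870 or CAETHG_RS13505 in 3 of 4 libraries, which have no description here and the length of a 23S gene. With genes of that kind left out, the NuGEN libraries reached 1829 ± 1259 RPKM and spanned 1.83 orders of magnitude. Restricted to the 1988 described genes that are not rRNA, they ran from 33.5 RPKM upwards and spanned 1.27. The choice between these gene sets was settled after their values had been seen.

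As a measure of width that does not rest on single genes, the SD of log2 RPKM across genes was 0.53 ± 0.16 with NuGEN, 2.13 ± 0.40 with Qiagen, and 1.54 ± 0.33 with Zymo (SD, n = 4). NuGEN was narrower than Qiagen in 4 of 4 cultures and narrower than Zymo in 4 of 4 cultures (two-sided exact permutation test, adjusted p = 0.0429 for each over the 3 kit pairs). Qiagen was wider than Zymo in 4 of 4 cultures, by 0.46 to 0.73, and the test without pairing, which counts the spread between cultures as error, did not pass the threshold (exact permutation test, p = 0.0857). Tested within cultures, no kit pair could pass it, since 4 pairs allow no p below 0.05 in an exact sign-flip test, so equal widths of Qiagen and Zymo are not shown either. The interquartile range in place of the SD moved the difference between NuGEN and Qiagen most, from -1.60 to -2.29. With NuGEN, 95.2% ± 3.17 of genes lay within 2-fold of the median gene, against 37.8% ± 10.1 with Qiagen and 59.4% ± 13.0 with Zymo.

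**Figure D2:**
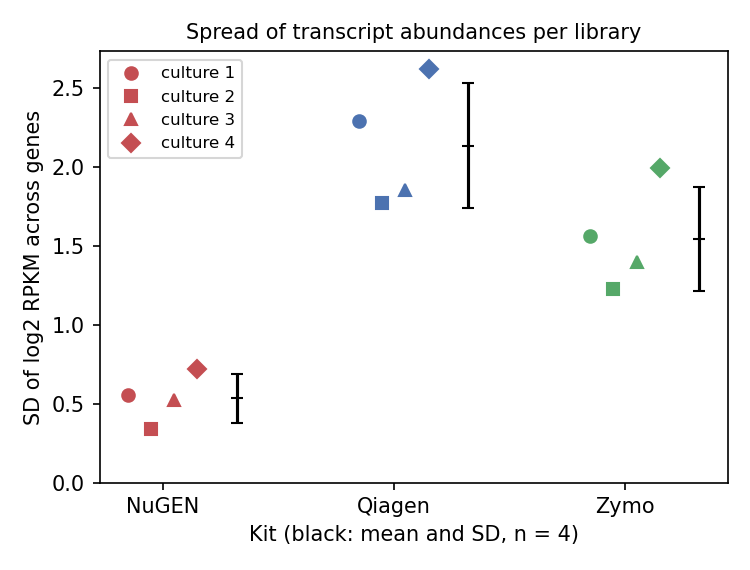
SD of log2 RPKM across the 3968 analysed genes in each library (points, shaped by culture) with NuGEN (red), Qiagen (blue), and Zymo (green), and the mean and SD of the 4 libraries of each kit (black). The means are 0.53 with NuGEN, 2.13 with Qiagen, and 1.54 with Zymo, and no NuGEN library reaches the lowest Zymo library.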

According to Zymo (personal communication), such condensed distribution profiles could be caused by higher sensitivity of the workflow toward the presence of genomic DNA in the input sample, which can artificially inflate mRNA reads and with a more prominent effect on low-abundance transcripts, thereby pushing the left tail of the distribution to the right. This would also be consistent with the poorer strandedness of the Zymo and NuGEN data (Table 1) that arose from genomic DNA-originating reads. 

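The left tail was followed through the genes that were lowest with Qiagen. Among the 3544 genes of at least 300 bp, the 396 with the lowest mean RPKM with Qiagen had a median of 15.5 ± 9.35 RPKM with Qiagen (SD, n = 4), 41.6 ± 13.3 with Zymo, and 70.1 ± 4.38 with NuGEN. Their median was 0.161 ± 0.0957 of that of the other genes with Qiagen, 0.442 ± 0.130 with Zymo, and 0.783 ± 0.0611 with NuGEN. These genes were chosen for low Qiagen values, which by itself places Qiagen lowest. The 83 genes listed at 0 in the Qiagen library of culture 4 had median RPKM of 78.8 ± 6.81 with NuGEN and 40.2 ± 11.8 with Zymo, and of 10.0, 26.5, and 19.4 in the Qiagen libraries of cultures 1 to 3, where 12, 1, and 6 of them were at 0. At the other end, the 99th percentile of RPKM was 5417 ± 913 with Qiagen, 3843 ± 1735 with Zymo, and 305 ± 148 with NuGEN. From the condensed distributions and the strandedness in Table 1, the paper, citing the vendor Zymo, proposes that reads from genomic DNA raised the low-abundance transcripts with the Zymo and NuGEN workflows.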

Our sample preparation workflow that was previously optimized for *C. autoethanogenum* (6) efficiently removed DNA from total RNA samples down to ~13 ± 2 ng/μL (average ± standard deviation), making up ~4% of the RNA concentration. Thus, additional steps to deplete DNA to extremely low levels are potentially required for the Zymo and NuGEN workflows. NuGEN data could be additionally explained by biased synthesis and amplification of cDNA using selective primers, compared to the general use of random primers in RNA-seq workflows.

Our work is important, as researchers rarely have the resources and time to test various commercial RNA-seq kits, which are advertised as suitable for multiple organisms with different genomic GC content, for their samples. The ability to capture the spectrum of transcript abundances as closely to the true cellular state as possible is crucial to accurately address research questions investigated via RNA-seq. 

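The number of genes whose RPKM differed between kits was counted with limma on log2(RPKM + 1), with all 12 libraries in 1 model and an adjusted p below 0.05 (Benjamini-Hochberg within each kit pair). Of 3968 genes, 3117 differed between NuGEN and Qiagen, 1685 of them higher and 1432 lower with NuGEN. Between NuGEN and Zymo, 1757 genes differed, 631 higher and 1126 lower with NuGEN. The number of higher genes was unstable, at 405 with 1 library left out and 1181 with the 8 libraries of the 2 kits alone. It was 2619 with the authors' library size normalization undone. Between Qiagen and Zymo, 1814 genes differed, 798 higher and 1016 lower with Qiagen. Of the settings that tested all 3968 genes, quantile normalization moved the count most for NuGEN and Qiagen (2316 genes) and for Qiagen and Zymo (792 genes), and undoing the authors' library size normalization moved it most for NuGEN and Zymo (3116 genes). With the authors' normalization undone, 3152 genes were higher and 408 lower with NuGEN than with Qiagen, and 2619 and 497 than with Zymo. For Qiagen against Zymo, 157 were higher and 2258 lower. The median gene then had a log2 fold change of 2.30, 1.30, and -1.06 for the 3 pairs. With the normalization it had 0.23, 0.14, and -0.15. Fold changes below are on the log2(RPKM + 1) scale, which understates changes of low genes, and are relative to the authors' normalization.

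The largest decrease with NuGEN relative to Qiagen was in CAETHG_RS07850 (formate--tetrahydrofolate ligase), with a log2 fold change of -6.75 (standard error 0.84, limma adjusted p = 1.4e-05, lower in 4 of 4 cultures). The same gene was at 274 ± 164 RPKM with NuGEN and 17468 ± 8953 with Zymo (SD, n = 4). CAETHG_RS11535, which has no description here, fell from 10289 ± 1969 RPKM with Qiagen to 115 ± 45.1 with NuGEN. With quantile normalization its log2 fold change was the larger decrease, at -4.73 against -2.81 for CAETHG_RS07850. Relative to Zymo, the largest decrease with NuGEN was in CAETHG_RS07845 (cyclodeaminase/cyclohydrolase family protein), with a log2 fold change of -5.99 (standard error 0.60, limma adjusted p = 6.3e-06), from 10603 ± 5016 to 158 ± 64.8 RPKM. Here too the order changed with quantile normalization, to -3.97 against -4.77 for CAETHG_RS11535. CAETHG_RS12900, a gene of 180 bp with no description, was listed at 0 in all 4 Qiagen libraries and at 74.5 ± 14.4 RPKM with NuGEN. Between Qiagen and Zymo, the largest increases with Qiagen were in CAETHG_RS13505 and CAETHG_RS10870, both undescribed and of the length of a 23S gene, with log2 fold changes of 7.91 and 7.86. The largest decrease of a described gene with Qiagen was in CAETHG_RS08275 (hypothetical protein, 291 bp), at 3.85 ± 3.08 RPKM against 64.5 ± 22.5 with Zymo. Of the described genes that are not rRNA, CAETHG_RS00440 (aldehyde ferredoxin oxidoreductase family protein) had the highest mean RPKM with NuGEN, at 812 ± 648, against 5349 ± 1820 with Qiagen and 6623 ± 3106 with Zymo.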

Our work shows that rRNA removal and library construction kits can strongly affect RNA-seq outcomes. This is highly relevant for anyone establishing an RNA-seq pipeline for an organism or for researchers puzzled by unexpected RNA-seq results. We conclude that, at least for *C. autoethanogenum* RNA-seq studies, the Illumina and Qiagen kits are most suitable, by providing high sensitivity across a wide range of transcript levels, superior strand specificity, and sufficient rRNA removal, ensuring high coverage of transcriptome-wide mRNA detection and quantification.

## MATERIALS AND METHODS

### Bacterial strain and cultivation conditions.

A derivate of *Clostridium autoethanogenum* DSM 10061 strain, namely DSM 23693, deposited in the German Collection of Microorganisms and Cell Cultures (DSMZ), was used in all experiments and stored as a glycerol stock at −80°C. Full details of the cultivation conditions are reported in previous work (13). Shortly, cells were grown autotrophically in bioreactor chemostat continuous cultures under strictly anaerobic conditions at 37°C and pH 5 in chemically defined medium (without yeast extract) either on CO (60% CO and 40% Ar; AS Eesti AGA) or syngas (50% CO, 20% H_2_, 20% CO_2_, 10% Ar; AS Eesti AGA). Four independent experiments were conducted with cultures grown at dilution rates (*D*) of ~1.0 and ~2.0 day^−1^ on both feed gas mixes. Chemostat cultures were performed in 1.4-liter Multifors bioreactors (Infors AG) at a working volume of 750 mL and connected to a Hiden HPR-20-QIC mass spectrometer (Hiden Analytical) for online high-resolution off-gas analysis. The system was equipped with peristaltic pumps, mass flow controllers, and pH, oxidation-reduction potential, and temperature sensors. Cultures were sampled for RNA extraction and subsequent transcriptome analysis using RNA-seq after the optical density, gas uptake, and production rates had been stable for at least one working volume. Each sample represented a single biological replicate.

### Preparation of total RNA extracts.

Full details of culture sampling, RNA extraction, and purification are reported in previous work (13). Briefly, culture samples were pelleted by centrifugation (4,000 × *g* for 10 min at 4°C) and treated with RNAlater (catalog number 76106, Qiagen) overnight at 4°C, and pellets were stored at −80°C until RNA extraction. Thawed cell pellets were disrupted with glass beads in 800 μL of RLT buffer (catalog number 74104, Qiagen) containing 10 μL of β-mercaptoethanol by using the Precellys 24 instrument with liquid nitrogen cooling (Bertin Technologies) before extracting total RNA using the RNeasy minikit (catalog number 74104, Qiagen). Next, RNA extracts were depleted of DNA using off-column TURBO DNase (catalog number AM2239, Invitrogen) followed by purification using the RNA Clean and Concentrator kit (catalog number R1018, Zymo). We used the NanoDrop 1000 instrument (Thermo Fisher Scientific) for verifying efficiency of RNA purification. The high quality and integrity of the total RNA extracts were confirmed by RNA integrity numbers (RIN) above 8.2 with TapeStation 2200 equipment (Agilent Technologies). Total RNA and residual DNA concentrations were determined using the Qubit 2.0 instrument (Invitrogen).

### Removal of rRNA and RNA-seq library construction.

Total RNA extracts for each sample were split between the NuGEN, Qiagen, and Zymo kits for rRNA removal and strand-specific RNA-seq library construction according to vendor instructions. Samples referred to as “NuGEN” were processed with Universal Prokaryotic RNA-seq, prokaryotic AnyDeplete (catalog number 0363, NuGEN); “Qiagen” samples were processed with a QIAseq FastSelect 5S/16S/23S kit (catalog number 335925, Qiagen) (for rRNA removal) and a QIAseq stranded RNA Lib kit (catalog number 180743, Qiagen) (for library construction); “Zymo” samples were processed with a Zymo-Seq RiboFree total RNA library kit (catalog number R3000, Zymo Research).

### RNA sequencing and data analysis.

RNA sequencing of the 12 mRNA libraries (four cultures times three kits) was performed on a MiSeq instrument (Illumina) using the MiSeq v3 150 cycle sequencing kit (catalog number MS-102-3001, Illumina) with paired-end 2 × 75 bp reads. Raw RNA-seq data of the reference data set (high biomass concentration samples; GEO accession number GSE90792) (6) were analyzed together with the data generated in this work to ensure comparability. Full details of RNA-seq data analysis, including R scripts, were reported in previous work (13). Shortly, quality of sequencing reads was verified using MultiQC (20) and presence of read duplicates was examined using PicardTools (21). High-quality reads were then mapped to the NCBI reference genome of *C. autoethanogenum* NC_022592.1 (14) and genomic features were assigned using Rsubread (22). Strandedness of reads for the strand-specific data of NuGEN, Qiagen, and Zymo was calculated using RSeQC v3.0.1 (23). Finally, raw library sizes were normalized and transcript abundances were estimated as RPKM by using edgeR (24) (see Table S1 for RPKM data). rRNA transcript abundances were removed prior to data analysis for the results shown in Fig. 1 to avoid bias from varied efficiencies of rRNA removal between kits. Hierarchical clustering of individual transcript abundances (Fig. 1C) was performed using the ComplexHeatmap package in R (version 2.10.0) (25).

### Data availability.

The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus repository under accession number GSE200959.

How the deposited data were processed for this re-analysis (not part of the article)

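RNA-seq libraries of C. autoethanogenum were compared between 3 kits (NuGEN, Qiagen, and Zymo), each applied to RNA of the same 4 continuous cultures, which gives 12 libraries. The 4 cultures combined 2 feed gases (CO or syngas) with dilution rates of 1 and 2 day-1, and each was a single biological replicate. Kit and culture were taken from the sample names, which match those of Table 1.

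The deposited values were RPKM per gene and library, in 1 table of 3978 genes. To make them, the authors checked reads with MultiQC and Picard, mapped them to the genome of C. autoethanogenum, assigned them to genes with Rsubread, normalized library sizes with edgeR, and computed RPKM with edgeR. The rRNA genes remain in the table, and libraries were not pooled. Versions and settings of the mapping and counting are not given in the sources used here. The paper explains the low NuGEN share of counted reads by reads on the unexpected strand, which implies that counting used the strand. Values of multicopy genes such as the rRNA genes are uncertain.

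RPKM are not counts, so no count model was the main test. Ratios of RPKM between libraries were whole-number ratios within each gene, from which fragments, gene lengths, and the library sizes the authors used were recovered. In simulated data 100% of values were recovered, and in the deposited values 100% were whole within 0.01 for 3977 genes, with 1 gene at 0 in every library. Recovered fragments were used for depth, for the share of mapped fragments counted on genes, and for checks that need counts. The fragments counted on genes ranged from 924641 to 2189680 per library. A value of 0 fragments allows up to 3, and intervals on counts (95%, Poisson) cover counting error only.

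Gene descriptions came from Table S1, of which the last 1981 rows were not used here. The reference gene table of 4051 genes matched 0 of the 3978 identifiers, so no names or coordinates came from it. The 9 genes described as 5S, 16S, or 23S ribosomal RNA were taken as rRNA and left out of all comparisons of other genes. The rRNA genes are not all described here, since 18 undescribed genes have exactly the length of a described rRNA gene, and these 18 stay among the 3968 analysed genes unless stated otherwise. Undescribed genes are named only up to 2 that rose and 2 that fell.

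The tests and alternatives were fixed before the data were examined, except those named here. The rRNA share, the SD of log2 RPKM across genes with a nonzero value, and the share of fragments counted on genes were compared between kits by two-sided exact permutation tests over the 70 assignments of 8 libraries (smallest p 0.0286), with Benjamini-Hochberg adjustment over 3 kit pairs and a threshold of 0.05. The share of fragments counted on genes was added after the data were seen. Variance shares were sums of squares between groups over the total on per-gene z-scores of log2(RPKM + 1), with 100000 permutations. Clustering used Euclidean distance and complete linkage. Genes differing between kits were called with limma 3.58.1 (lmFit and eBayes with trend, pseudocount 1, adjusted p below 0.05) in R 4.3.3. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1. In simulated data for the 3968 genes with 200 genes changed by 2 on the log2 scale, limma called 90.5% of the changed genes for NuGEN and Qiagen, 86.5% for NuGEN and Zymo, and 90.5% for Qiagen and Zymo. The simulation gave a gene the same noise in all kits and no culture effect, and changed far fewer genes than were called here. It therefore checks the procedure and does not give its sensitivity in these data.

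The genes named in the text follow a rule set beforehand, namely the rRNA genes as a group and the highest of them in each kit, the gene with the highest mean RPKM in each kit, and per kit pair the 3 largest changes in each direction among genes past the threshold that changed the same way in 4 of 4 cultures. Table S1 values had been seen when the rule was set, and no gene was chosen from them. Described genes that are not rRNA with the highest mean RPKM were added to the rule afterwards, as was the choice of the undescribed genes to print.

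Libraries with the same culture number share their RNA, which pairs them. The correlation between kits of same-culture deviations from the kit means, over 12 same-culture pairs of libraries, ran from −0.000586 to 0.715 and was over 0.1 in 9. The closest libraries within a kit still differed by a chi-square per degree of freedom of 10.6, far above sampling noise, so no library was counted as a duplicate. Blocked fits were run as alternatives.

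Choices made after the data were seen were the genes for the RPKM range, which was first computed on the 1988 described genes that are not rRNA and then on all 3968 analysed genes, the alternatives on recovered fragments (thinning to 924641 fragments, undoing the authors' normalization, limma-voom), the genes of rRNA length with and without weighting by length, described genes alone, and the tests of origin distance and of background. GC content of genes was not tested, since no sequence was used here. The reference data set in Table S1 and Fig. 1 was not used here, and strand enters only through the percentages of Table 1.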

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

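Tests of these results were chosen after the results were seen. Of 37 groups of 4 libraries (13 measures by kit), none had a library set apart from the others. Feed gas and dilution rate were each looked at for measures in which all libraries of 1 kit moved one way and all of another kit the opposite way, and this happened for 2 measures, both with dilution rate. With 2 cultures at each rate, neither difference between kits was tested.

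The 5S share of total RPKM was lower at 2 than at 1 day-1 with NuGEN, by a difference of -1.14 percentage points, and higher with Qiagen, by 0.0161 percentage points. With Zymo the 2 rates overlapped. In NuGEN, the 3 described 5S genes had 611 to 3423 fragments per library, and in Qiagen 10 to 39. Counting error of the few 5S fragments in Qiagen is argued against as the whole explanation. Pooled over the 2 libraries at each rate, the 5S share at 2 day-1 was 2.78 times that at 1 day-1 (exact 95% interval 1.82 to 4.32), with 70 fragments at 2 day-1 where 44.2 were expected for equal shares. This interval covers counting error only and not the difference between cultures. The 95% Poisson intervals of single libraries overlapped in 1 of 4 pairs with 1 library at each rate. The NuGEN difference is beyond counting error as well. The 23S share and the total rRNA share were lower at 2 day-1 with both kits. Relative to the median RPKM of the 396 genes lowest with Qiagen, the mean 5S RPKM was also lower at 2 day-1 with both kits, at 4.93 and 4.71 against 7.43 and 6.33 with Qiagen and at 5.52 and 11.7 against 16.3 and 64.7 with NuGEN, so the opposite directions hold for the share of total RPKM and not on that scale. How well each kit depletes 5S, fragments shared between copies of the 5S gene, and the growth rate of the cultures remain open as explanations and were not tested.

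The median RPKM of the 3968 analysed genes was lower at 2 than at 1 day-1 with NuGEN, by a difference of -2.04 RPKM, and higher with Qiagen and Zymo, by 10.9 and 12.8 RPKM. For the authors' normalization of library sizes as the explanation, RPKM was put on the counted library sizes. The median was then higher at 2 day-1 in 3 of 3 kits, by 63.1 RPKM with NuGEN, 25.6 with Qiagen, and 57.8 with Zymo. This multiplies all genes of a library by 1 factor, so the median moves with the normalization factors by construction and the comparison does not test them as the cause. Which of the 2 scales is nearer to the RNA in the cells cannot be told apart here. Dilution rate and the wrong-strand share of Table 1 go together in these cultures, and the growth rate was not tested.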

How the results depend on the processing

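Alternatives on recovered fragments, on described genes, and on genes of rRNA length were chosen after seeing the data, and the others before. Of 385 values of single named genes under alternatives, 376 kept their direction and call or stayed within 1 SD. No difference past the threshold in the exact tests changed direction, and the share counted on genes between Qiagen and Zymo, which was not past it, went from 2.75 to -0.405 without Zymo replicate 2. Calls of single genes did change direction on counted totals and with quantile normalization, as given below. The filter on a mean RPKM of at least 10 removed no gene of 3968 and tests nothing.

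With the replicate block by culture, the smallest p that 4 pairs allow lies above 0.05, so the rRNA share (differences 3.56 for NuGEN and Zymo, 6.81 for Qiagen and Zymo), the spread (-1.60 for NuGEN and Qiagen, -1.01 for NuGEN and Zymo), and the share of mapped fragments counted on genes (-26.5 and -23.8 for NuGEN against Qiagen and Zymo) were no longer past the threshold while the values stayed as they were, which follows from the test. In the same block, the culture share of variance, 16.7%, passed the threshold (exact permutation test, p = 0.00347). The block changed no other call of these kit and culture tests, but it did change calls of single genes. It gave 3229, 2066, and 2260 genes differing between NuGEN and Qiagen, NuGEN and Zymo, and Qiagen and Zymo. Of these, 3110, 1754, and 1810 were among the 3117, 1757, and 1814 called without it, in the same direction.

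With 1 library left out at a time, the rRNA difference ran from 1.83 to 4.55 percentage points for NuGEN and Zymo and from 6.13 to 7.89 for Qiagen and Zymo, and lost its call (adjusted p = 0.129 in the exact permutation test) without any 1 of the 4 Zymo libraries. Without a Zymo library the rRNA differences hardly moved, at 3.54 to 3.57 and 6.79 to 6.83 percentage points. The difference in the share counted on genes ran from -29.3 to -23.7 for NuGEN and Qiagen and from -27.0 to -21.0 for NuGEN and Zymo, and lost its call without NuGEN replicate 2 (values -23.7 and -21.0, adjusted p = 0.0857 in the exact permutation test). The smallest p with 3 libraries against 4 is 0.0286. The 24 spread values and the 24 gene counts with 1 library left out kept their call or stayed within 1.5 times, with gene counts from 2953 to 3178, from 1441 to 1785, and from 1355 to 2192 for the 3 pairs in the order above.

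Restricting genes to a mean RPKM of at least 100 lowered ρ to 0.0987 for NuGEN and Qiagen and 0.252 for NuGEN and Zymo. Of the correlations across genes of culture contrasts, that filter moved syngas minus CO to 0.135, 0.200, and 0.647 and 2 minus 1 day-1 to 0.118, 0.338, and 0.742, for the 3 pairs in the same order. The cause was not tested. Libraries clustering with their own kit went from 10 to 12 with average linkage, with Ward linkage, and with RPKM on counted totals, and to 7 with 1 − ρ or with RPKM without the log. The cause was not tested.

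The span of RPKM, in orders of magnitude, was 1.10, 3.26, and 2.62 for NuGEN, Qiagen, and Zymo with 0.5% of values left out at each end, which narrows it by construction. With described genes alone, it was 1.27 for NuGEN and 3.46 for Zymo, where fewer genes enter. With RPKM averaged over the 4 libraries first, it was 4.03 for Zymo, and the cause was not tested.

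The number of genes differing between Qiagen and Zymo fell from 1814 to 792 with quantile normalization, and 643 of the 792 were among the 1814 in the same direction. With a change of at least 2-fold required as well, 1161 genes differed between NuGEN and Zymo and 1173 between Qiagen and Zymo. With described genes alone, the counts were 1584, 875, and 916, where 1988 genes were tested. With RPKM on counted totals, 3116 genes differed between NuGEN and Zymo, and the share of calls higher in the first kit of each pair moved from 54.1%, 35.9%, and 44.0% to 88.5%, 84.1%, and 6.50%. Of the genes called for NuGEN and Qiagen, 630 were called in the opposite direction there, which follows from multiplying all genes of a library by 1 factor. Quantile normalization moved that share to 48.8%, 48.3%, and 55.6%, with 117 genes called in the opposite direction for NuGEN and Qiagen, 26 for NuGEN and Zymo, and 0 for Qiagen and Zymo. The 8 libraries compared alone gave 2365 genes for NuGEN and Zymo, 49.9% of them higher, and limma-voom on recovered counts gave 2175, 46.1% of them higher.

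Depth limits the lower end most with Qiagen, where 1 fragment on a median gene is 1.38 RPKM. Thinning all libraries to 924641 fragments changed no call of the spread and moved ρ by less than 1 SD.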

Differences from the paper's values

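The paper's mean rRNA share for Qiagen is 11%, and the value here was 7.02% ± 2.53 (SD, n = 4). Values are called different here where 1 is more than 1.5 times the other and, for means, they also lie more than 1 SD apart. Of the alternatives set before the data were examined, 16S and 23S alone (7.01%) and RPKM multiplied by gene length (17.3%) also differ from it. Counting the 18 undescribed genes of rRNA length as rRNA, which was chosen after seeing the values, gave 12.0%, which is not different by this criterion.

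By the factor of 1.5, the rRNA shares of single libraries in Table 1 differ from those here for 11 of 12 libraries. For Qiagen culture 2, the paper gives 9% and the value here was 6.25%, which is lower as well but within the factor. For NuGEN cultures 1 to 4, the paper gives 7%, 2%, 4%, and 15%, and the values here were 3.46%, 0.789%, 1.89%, and 8.94%. For Qiagen cultures 1, 3, and 4, the paper gives 15%, 6%, and 17%, and the values here were 9.00%, 3.78%, and 9.07%. For Zymo cultures 1 to 4, the paper gives 0.8%, 0.6%, 0.6%, and 0.8%, and the values here were 0.268%, 0.175%, 0.162%, and 0.255%. Leaving out 5S brought none of the 11 within the factor. Weighting by gene length brought within it NuGEN cultures 1, 3, and 4 (6.87%, 3.53%, and 16.1%) and Qiagen cultures 1 and 4 (20.8% and 21.4%, now above the paper's values), but not NuGEN culture 2 (1.31%), Qiagen culture 3 (10.2%), or the 4 Zymo libraries (0.479%, 0.242%, 0.256%, and 0.472%), and it moved Qiagen culture 2 out of it (16.8%). With the 18 genes of rRNA length added, a setting chosen after seeing the values, all 11 were within the factor of 1.5, though not equal to the paper's values, at 7.91%, 1.90%, 4.42%, and 20.4% for NuGEN cultures 1 to 4, 14.9%, 6.63%, and 15.6% for Qiagen cultures 1, 3, and 4, and 0.824%, 0.575%, 0.586%, and 0.826% for Zymo cultures 1 to 4. With these genes added and weighted by length, also chosen after seeing the values, only NuGEN culture 2 (2.76%) and Zymo culture 2 (0.875%) were within the factor, and the Qiagen mean was 29.3%. The values here rest on the 9 rRNA genes described in the part of Table S1 used.

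The highest RPKM with NuGEN was 3308 ± 3884 (SD, n = 4) against the paper's 1800, and with Qiagen 48765 ± 14496 against the paper's 39000, both within the spread between libraries. The NuGEN mean is carried by culture 4, at 9032 RPKM, against 2386, 675, and 1138 in cultures 1 to 3. With genes of rRNA length left out, a setting chosen after seeing the values, they were 1829 and 38880. The lowest RPKM with NuGEN was 21.9 against the paper's 22, and the span 1.97 orders of magnitude against the paper's 2. These were computed first on described genes alone, which gave 33.5 RPKM and 1.27 orders of magnitude, both different from the paper's by the same criterion, and the set of all analysed genes was settled after both had been seen.

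The paper states that hierarchical clustering grouped samples by kit. With complete linkage, 2 of the 4 Qiagen libraries were placed with Zymo here (10 of 12 libraries with their own kit), while average and Ward linkage, both set before the data were examined, placed 12 of 12 with their kit. Of the other settings fixed then, log2 values without scaling placed 10 of 12, and 1 − ρ as the distance and RPKM without the log placed 7 of 12 each. With RPKM on counted totals, chosen after seeing the values, complete linkage placed 12 of 12.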

Other observations

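Of the explanations below, an even background of genomic DNA, fewer reads, gene length, and chance were named before the data were examined. How the first 3 were measured (pairs of libraries within kits and a one-sided test, the 396 lowest genes against counting error, thinning) and all other tests, namely the share of fragments on genes high with Qiagen, an uneven background, the simulated and the estimated background, the distance from the origin gene, and the comparison by dilution rate, were chosen after the results were seen.

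The narrow spread with NuGEN and Zymo was set against 4 technical explanations. Fewer reads in the narrow libraries are argued against, since with all libraries thinned to 924641 fragments the mean SD of log2 RPKM with NuGEN still differed from that with Qiagen by -1.58. Zymo libraries, narrower than Qiagen, also had more fragments in 3 of 4 cultures, while NuGEN libraries had fewer in 3 of 4. RNA reads given to the wrong strand, without extra DNA, would leave the abundant genes their share of fragments. The 1984 genes with the highest mean RPKM with Qiagen held 95.1% of fragments with Qiagen, 87.0% with Zymo, and 59.6% with NuGEN, close to their 51.2% of gene length. These genes were chosen for high Qiagen values, which by itself places Qiagen highest. A narrow spread gives a share near that of gene length in any case, so the shares do not tell what narrowed it. With NuGEN they were 53.6% to 68.5%, below the 79.0% to 94.2% with Zymo, on which the genes were not chosen. This argues against RNA reads on the wrong strand, if all genes lose them alike, as the whole explanation for NuGEN. For Zymo the shares do not decide, since they overlap those with Qiagen (92.8% to 97.2%). For genomic DNA, the prediction made before the data were examined had 2 parts, and the outcome was mixed. The first part was met. Within kits, the library with the larger wrong-strand share in Table 1 had the narrower spread in 17 of 18 pairs of libraries (one-sided exact permutation test of the 4 cultures, p = 0.0417, the smallest that 24 permutations allow). This order held in 12 of 12 pairs that joined cultures of different dilution rate and in 5 of 6 pairs of the same rate, so the order is largely that of the dilution rates. The second part was not met. The 396 genes lowest with Qiagen did not sit at 1 level. Their interquartile range of log2 RPKM with NuGEN was 0.51 ± 0.11 (SD, n = 4), where an even level with counting error would give 0.14, and 0.94 with Zymo, where it would give 0.23. With Qiagen it was also above that of an even level, at 0.85 against 0.63. With NuGEN it was 0.958 of the range of the other genes, a ratio that says little where most fragments in a library are background. An even background as the only source of fragments in these genes is thus argued against. Differences in RNA between these genes over an even background were not weighed and stay open. Either this or a background from genomic DNA whose level differs between genes goes with the order of libraries. A flaw in the workflow or faulty reagents, which the paper names for the NuGEN strandedness, were not tested and stay open. The same holds for a bias of cDNA synthesis and amplification from selective primers, which the paper proposes as an additional explanation of the NuGEN data. No biological explanation was tested, since the RNA of each culture was the same.

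The size of a genomic DNA background was estimated from the fragments per base of the 200 genes lowest with Qiagen, extended to all genes. The estimate assumes 1 even level per base, which the low genes above did not show. With genes chosen on the mean of the 4 Qiagen libraries, it was 64.1% ± 16.8 (SD, n = 4) of fragments with NuGEN, 18.8% ± 10.9 with Zymo, and 3.09% ± 2.37 with Qiagen. With genes chosen on the Qiagen library of culture 4 alone, which was tried first, it was 70.5%, 20.4%, and 4.03%. A further selection, the genes listed at 0 in that library, was tried while exploring and is not given. If DNA reads fell on both strands alike and only reads on the correct strand were counted, as the paper's account of the NuGEN feature counts implies, it would equal the wrong-strand over the correct-strand percentage of Table 1, which is 74.7% for NuGEN, 19.9% for Zymo, and 10.5% for Qiagen by the paper's values. The estimate lay within 2.86 percentage points of this in each Zymo library, was lower in all 4 Qiagen libraries, and departed by up to 21.6 in NuGEN libraries. Choosing genes for low Qiagen values lowers the Qiagen estimate. The paper puts the DNA left in the extracts at a small share of the RNA concentration. That was measured in total RNA, before rRNA removal, so it is not directly comparable with the estimate.

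Genes near the replication origin gene (described as chromosomal replication initiator protein DnaA) had more fragments per base with NuGEN and Zymo. Distance was counted in locus tag numbers, taken as an order along the chromosome, which is an assumption, and each side of the gene was taken separately. Genes with the highest tag numbers were left out, which left 1956 genes on the side of lower tags and 1651 on the other. Among those that belong to the 1322 genes lowest with Qiagen (633 and 519), the nearest over the farthest genes had a ratio of fragments per base of 1.21 with NuGEN on average, above 1 in 8 of 8 combinations of library and side. It was 1.16 with Zymo, above 1 in 8 of 8, and 1.05 with Qiagen, above 1 in 5 of 8. The largest single ratio, 1.30, was in the Qiagen library of culture 2, so the gradient is not particular to NuGEN. In growing cells, DNA near the origin is present in more copies, so this gradient is consistent with a share of fragments from genomic DNA, as a hypothesis. Higher transcription near the origin remains open, since across the 1956 and 1651 genes RPKM fell with distance with Qiagen as well. On the 2 sides ρ was -0.15 and -0.19 with Qiagen, -0.20 and -0.19 with Zymo, and -0.38 and -0.34 with NuGEN.

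The order of genes with NuGEN differed from that with the other kits. Gene length is argued against as an explanation, with a mean ρ between RPKM and coding length of -0.0107 with NuGEN, 0.031 with Qiagen, and 0.0958 with Zymo, and NuGEN stronger than both in 1 of 4 cultures. For an even background and counting error alone, a Qiagen profile with the estimated background at the depth of NuGEN was simulated. It correlated with Qiagen of the same culture at 0.766 on average (0.641 to 0.890 over cultures), against 0.340 observed. The simulation assumes a Qiagen profile for the RNA share, so its gap to the observed value cannot be told apart from an error in that assumption. GC content was not tested, and neither was the bias from selective primers that the paper proposes for NuGEN.

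The SD of log2 RPKM was narrower in both cultures at 2 day-1 than in both at 1 day-1 in 3 of 3 kits, and the wrong-strand share of Table 1 was larger there in the same 3 kits. A candidate explanation is more genomic DNA in the RNA of those cultures, since extracts were shared between kits. A narrower spread of transcript levels at the higher growth rate would also narrow all 3 kits. With 2 cultures at each rate, the 2 cannot be told apart. The paper gives the DNA left in the extracts as a small share of the RNA concentration, with an SD that is small against its mean. Whether differences of that size could give the wrong-strand shares was not tested. DNA concentrations of single extracts were not used here.

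Chance was weighed for the number of genes differing between kits by splitting the 8 libraries of each kit pair into groups of 4 in all 35 ways, with the 2 kits alone in the fit. For each of the 3 pairs, 1 of 35 splits, the split by kit, gave as many genes as it did (3049, 2365, and 1339), and the highest count among the other splits was 0, 0, and 1. Among the 8 splits that part all cultures, it was again the split by kit alone. The other splits put libraries of both kits in each group, so a difference between kits enters their error and holds their counts low. Libraries of 1 culture share their RNA, and only the 8 splits that part all cultures respect this. The 8 splits are too few to exclude chance, so the rank of the split by kit does not settle it for the count of a kit pair. Over all 3 kits, the kit share of variance, 68.3%, was also tested with kit labels permuted within cultures (exact permutation test, 216 assignments, p = 0.00463). That argues against chance for the difference between kits in the profiles as a whole.

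The culture contrast for feed gas correlated weakly between NuGEN and the other kits, and less weakly between Qiagen and Zymo. Across genes, the difference in mean log2(RPKM + 1) of syngas minus CO correlated at ρ 0.0828 between NuGEN and Qiagen, 0.134 between NuGEN and Zymo, and 0.465 between Qiagen and Zymo. The difference of 2 minus 1 day-1 correlated at 0.324, 0.438, and 0.812. Each contrast compares 2 cultures with 2, so neither was tested, and genes are not independent replicates.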
